A study of Homo sapiens with 8 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

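Messenger RNA was measured by QuantSeq, a method that sequences the 3′ ends of polyadenylated transcripts so that each transcript gives about 1 read whatever its length. The cells were MCF7, an oestrogen receptor-positive human breast cancer line, here with a mutation in ESR1, the gene of oestrogen receptor alpha. They were kept for 5 days in DMSO (the solvent control), in 500 nM abemaciclib (an inhibitor of the kinases CDK4 and CDK6), in 10 nM fulvestrant (a drug that blocks and degrades the oestrogen receptor) or in both drugs. The fulvestrant dose is that of the labels; the general methods of the study name another dose unless noted. The labels do not state the doses of each drug in the combination. Each of the 4 groups had 2 libraries, 8 in all, which a figure legend of the study describes as separate cultures. That legend gives the mutation as Y537S and the medium as complete.

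The deposited table holds raw counts of reads per gene, with no normalization, as the authors' processing left them: adapter trimming, alignment to hg38 with STAR and assignment to genes with featureCounts. The strand setting of that last step was not stated. The values of the genes named below were all whole numbers. The table had 60656 gene entries, of which 44 had no name and held 0 counts, and 1079 shared a name with another entry and held 0.01563% of all counts. No column of values was left out. Genes are named by the table's symbols, the only gene labels it holds. Positions on hg38 were taken from a later GENCODE release than the authors' and joined by symbol.

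Total counts per library ran from 3944990 to 5311023. All 8 libraries were fitted together in edgeR 4.0.16 with R 4.3.3, with a mean for each group, TMM normalization and the filterByExpr rule with a minimum count of 10, which left 12526 genes. Each comparison was a two-sided quasi-likelihood F-test with 4 residual degrees of freedom and 98.2 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called when its adjusted p was under 0.05. Fold changes are on the log2 scale with the standard error (SE) implied by the F statistic; levels are counts scaled to a common library size (CPM), as mean ± SD of 2 libraries. The p-values measure only the spread between libraries. The interaction is the log2 change with both drugs minus the sum of the log2 changes with each drug alone.

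Gene lists were written from textbook knowledge before the data were examined: E2F and DNA replication, mitosis, oestrogen-induced, oestrogen-repressed, luminal epithelial, interferon-stimulated, MHC class I presentation, p53 target, senescence-associated secretory, cholesterol synthesis, lysosome and autophagy, ribosome biogenesis, unfolded protein and stress response, hypoxia and glycolysis, replication-type histone, basal and mesenchymal, immune and endothelial, and mitochondrially encoded genes. Each list was tested against all other genes with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. The rotation test fry was also run, which asks whether members changed without setting them against other genes. Some genes stand on more than 1 list. For each list, members past the threshold were counted over all genes tested and adjusted over the list alone. A list of stratified epithelium genes was written after the main results had been seen but before its own members had been looked at.

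The genes named were also fixed by a rule made beforehand. They are the genes with the largest rises and falls among those past the threshold with no overlap between the libraries of both groups and at least 10 CPM in the higher group. There are 8 per direction for abemaciclib against DMSO, fulvestrant against DMSO and combination against abemaciclib, and 5 for the other comparisons and the interaction. For the interaction the limit on overlap was not applied, and the 10 CPM had to be reached in the highest of the 4 groups. A fixed set (ESR1, CCND1, RB1, KDM5A, TFF1, PGR, GREB1, KRT18, KRT19, MKI67, CCNA2, TK1, E2F1, CCNE2, MYC and CDKN1A) and up to 2 members per direction of each list complete the rule. A gene whose counts were all 0 in a group is given a bound against a floor of 3 counts over the group, and one with 1 to 3 counts a ratio with a 95% interval. Such bounds and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

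The whole procedure was tested on simulated data with 12526 genes. In simulated libraries compared as abemaciclib against DMSO, it called 13 of 67 genes changed 1.5-fold (19.4%), 34 of 67 changed 2-fold (50.7%) and 54 of 66 changed 4-fold (81.8%), with 1 false call. For the interaction it called 13 of 67, 24 of 67 (35.8%) and 48 of 66 (72.7%), with 2 false calls. A simulated 1.5-fold rise of the oestrogen-induced list passed camera in both. So did the luminal list, which shares 7 of its members, and, in the abemaciclib comparison, the MHC class I list, which shares none.

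The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a strict filter of 10 CPM in 2 libraries, a replicate block, fits with only the groups compared, thinning of all libraries to equal depth, leaving out each library in turn, and, for the gene lists, preranked enrichment with fgsea 1.28.0. The fgsea ranking used the fitted log2 change, so genes with few counts can stand at its ends. A fit without mitochondrial genes was added after seeing the data. For comparisons that share libraries, overlaps of calls were set against independence and covariances of log2 changes against 20 simulations in which no group changed. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.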

Results

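The data are 3′ mRNA counts from MCF7 breast cancer cells with mutant ESR1, treated for 5 days with DMSO, abemaciclib, fulvestrant or both drugs. Each of the 4 groups had 2 libraries. The DMSO libraries held 4491605 and 5311023 counts, the abemaciclib libraries 4167345 and 4211308, the fulvestrant libraries 4285944 and 4081246, and the combination libraries 3944990 and 4180878.

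The main division between libraries lay between those with and without abemaciclib. The first principal component of log2 CPM held 47.8% of the variance, with the DMSO libraries at -47.8 and -46, the fulvestrant libraries at -35.1 and -35.2, the abemaciclib libraries at 34.6 and 35.2, and the combination libraries at 47.5 and 46.8. The second, with 13.8%, separated abemaciclib alone (-36.9 and -30.4) from the combination (30.1 and 27.1). Replicate counts differed by more than counting noise, with a chi-square of 2.94 to 3.74 per degree of freedom within groups, and the biological coefficient of variation was 0.121.

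The share of counts from mitochondrially encoded mRNA differed between groups. It was 6.94% ± 0.043 (SD, n = 2) with DMSO, 8.73% ± 0.38 with abemaciclib, 6.87% ± 0.1 with fulvestrant and 11.3% ± 0.34 with the combination. Mitochondrial rRNA held 2.48%, 5.9%, 3.78% and 5.17% of counts in the same order. None of the 14 immune and endothelial genes listed as markers of other cell types passed the filter on low counts.

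**Figure D1:**
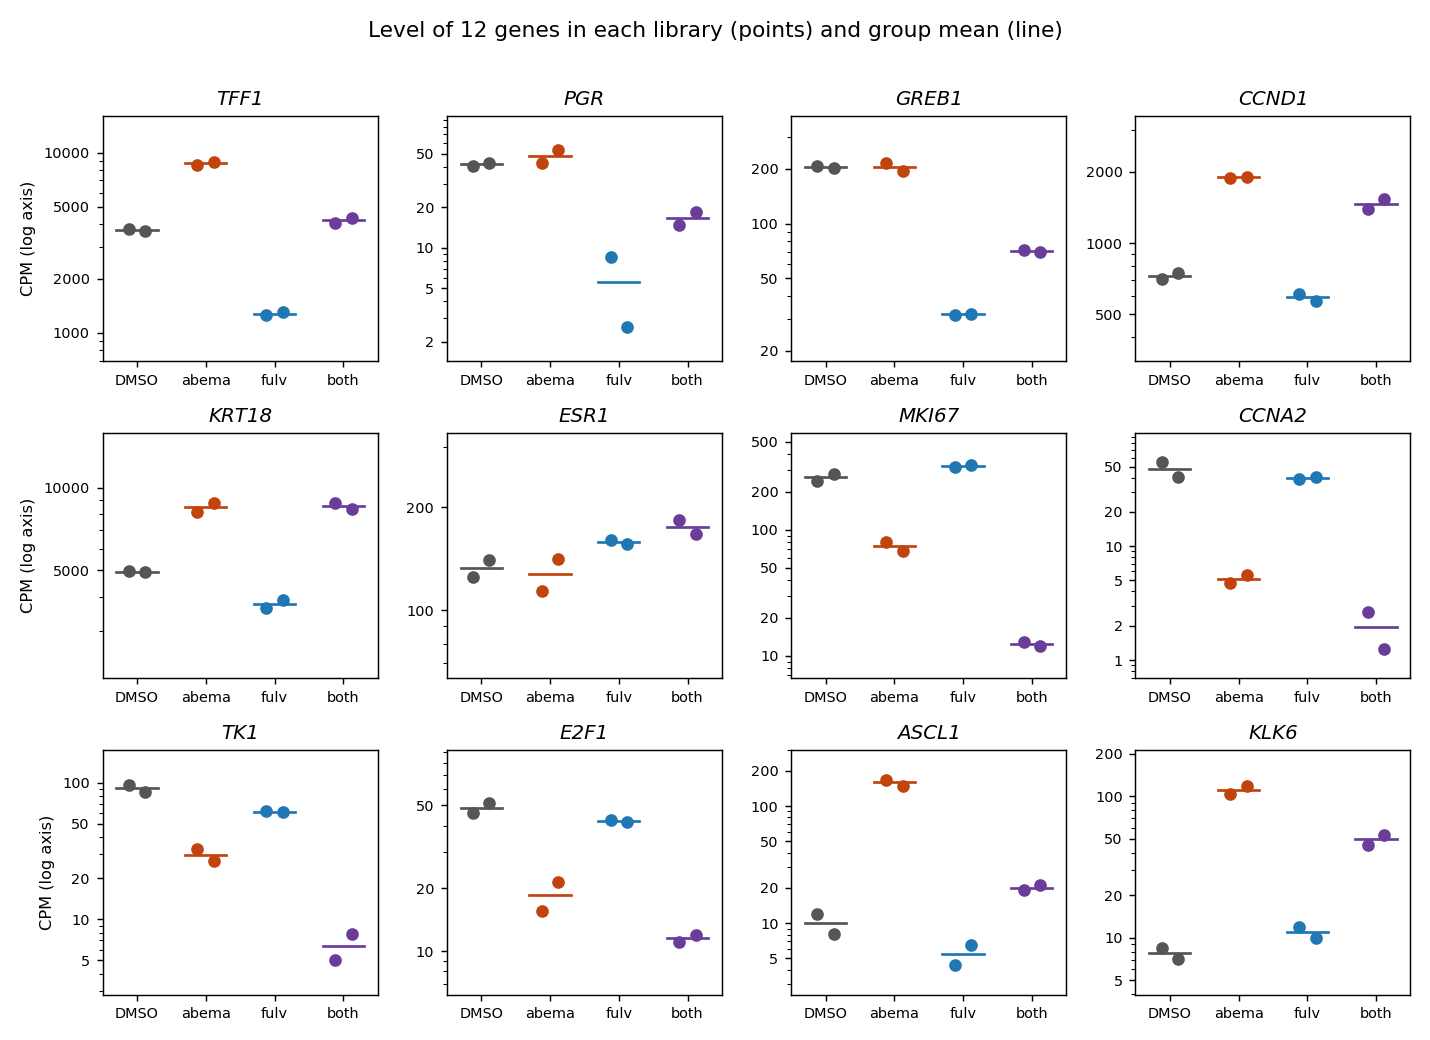
Levels of 12 genes (vertical log axes, CPM) in DMSO, abemaciclib (abema), fulvestrant (fulv) and combination (both) libraries, with a point for each library and a line at the group mean. TFF1 ran from a mean of 1270 CPM with fulvestrant to 8710 CPM with abemaciclib, and MKI67 fell from 261 CPM with DMSO to 12.5 CPM with both drugs.

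Abemaciclib against DMSO asked what CDK4/6 inhibition alone did to transcription in these cells. Genes of DNA replication and mitosis fell together, while oestrogen-induced genes as a list rose. CCNA2 (chromosome 4, 121816444 to 121823883), the cyclin of S phase and G2, fell from 47.9 ± 9.9 to 5.15 ± 0.6 CPM (SD, n = 2), a log2 change of -3.21 (SE 0.29, edgeR adjusted p = 1.3e-17). TFF1 (chromosome 21, 42362282 to 42366535), a secreted peptide and a classic oestrogen-induced gene, rose from 3730 ± 68 to 8710 ± 190 CPM (log2 change 1.22, SE 0.04, edgeR adjusted p = 3e-46). CCND1 (chromosome 11, 69641156 to 69654474), which encodes cyclin D1, the partner of CDK4 and CDK6, rose from 729 ± 31 to 1900 ± 13 CPM (log2 change 1.38, SE 0.06, edgeR adjusted p = 5.6e-40).

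Of the 64 E2F and DNA replication genes tested, 0 were higher and 59 lower with abemaciclib (0 and 61 adjusted over the list alone), with a median log2 change of -1.41 (camera adjusted p = 4.5e-39). TK1, a thymidine kinase of S phase, changed by -1.62 (SE 0.18), E2F1 by -1.39 (SE 0.22) and CDCA7 by -3.73 (SE 0.79). All 47 mitosis genes tested were lower, also adjusted over the list alone, with a median of -2.04 (camera adjusted p = 6.9e-60). MKI67, the gene of the proliferation marker Ki-67 (chromosome 10, 128096659 to 128126423), fell from 261 ± 26 to 74.3 ± 8.8 CPM, and ESPL1, the protease separase, changed by -3.16 (SE 0.44). CCNE2, a cyclin of S phase entry, changed by -1.37 (SE 0.41, edgeR adjusted p = 0.0048), which without abemaciclib replicate 2 became -1.08 (adjusted p = 0.081). CDKN1A, the CDK inhibitor p21, rose by 0.45 (SE 0.09). RB1 (-0.47, edgeR adjusted p = 0.11) and MYC (-0.85, edgeR adjusted p = 0.073) did not pass. KDM5A rose by 0.55 (0.44 to 0.66 with each library left out), and no alternative ended that call.

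Of the 69 oestrogen-induced genes tested, 31 were higher and 11 lower (31 and 13 adjusted over the list alone), with a median of 0.38 (camera adjusted p = 1.7e-06). HSPB8, a small heat shock protein, rose from 0.874 ± 0.31 to 33.6 ± 16 CPM (log2 change 5.19, SE 0.45). GFRA1, a co-receptor of the kinase RET, fell by 1.64 (SE 0.1). PGR (0.2, edgeR adjusted p = 0.53), GREB1 (0.01, edgeR adjusted p = 0.98) and ESR1 itself (-0.06, edgeR adjusted p = 0.72) did not pass. Among 25 luminal epithelial genes, 10 were higher and 6 lower, the same adjusted over the list alone, with a median of 0.17 and camera adjusted p = 0.0052, or adjusted p = 0.14 with an estimated correlation. Its median was 0.26 without abemaciclib replicate 1 and 0.09 without abemaciclib replicate 2. The keratin genes KRT18 (0.78, SE 0.04) and KRT19 (0.7, SE 0.04) and the epithelial transcription factor ELF3 (1.88, SE 0.13) rose. Of 17 oestrogen-repressed genes, 8 were higher and 2 lower, the same adjusted over the list alone (median 0.5, camera adjusted p = 0.0013, adjusted p = 0.14 with an estimated correlation), with BCAS1 at 2.39 (SE 0.13).

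The genes with the largest rises outside cell cycle lists included several known from stratified epithelium. KLK5 (4.16, SE 0.38) and KLK6 (3.84, SE 0.21) encode secreted serine proteases, SPRR1B (4.31, SE 0.56) a protein of the cornified envelope, and TMEM40 (3.84, SE 0.26) a membrane protein. KLK6 (chromosome 19, 50958631 to 50969673) went from 7.8 ± 0.97 to 111 ± 10 CPM. ASCL1 (chromosome 12, 102957674 to 102960513), a neuroendocrine transcription factor, went from 10 ± 2.8 to 159 ± 13 CPM (edgeR adjusted p = 5.1e-34). NT5E, which encodes the cell-surface enzyme CD73, changed by 4.33 (SE 0.54) and GPNMB, a glycoprotein of lysosomes and melanosomes, by 3.98 (SE 0.53). Among genes within the naming limits (at least 10 CPM, no overlap), the largest falls were in RAD54L (-4.06, SE 0.57), WDR76 (-3.61), PIMREG (-3.39), H1-3 (-3.39), ZNF367 (-3.28), ETV4 (-3.27), ORC1 (-3.27) and CCNA2. H1-3 belongs to a histone family with near-identical members, so the assignment of its reads is uncertain. Its values cover polyadenylated histone transcripts only.

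Lysosome and autophagy genes rose with abemaciclib: 19 of 28 tested were higher and 0 lower (20 and 0 adjusted over the list alone), with a median of 0.61 (camera adjusted p = 2.1e-10). They included the protease CTSD (1.3, SE 0.05), also an oestrogen-responsive gene, and WIPI1 (1.51, SE 0.25). Of 11 senescence-associated secretory genes, 7 were higher and 1 lower (9 and 1 adjusted over the list alone), with a median of 0.83 and camera adjusted p = 2.3e-05. GDF15, a stress-induced cytokine, rose by 1.54 (SE 0.09) and SERPINE1 by 4.23 (SE 0.82), while IGFBP5 fell by 2.16 (SE 0.25). Of 12 MHC class I presentation genes, 5 were higher and 0 lower, the same adjusted over the list alone (median 0.26, camera adjusted p = 0.045, adjusted p = 0.14 with an estimated correlation). This call ended without abemaciclib replicate 1 (median 0.18, adjusted p = 0.06) and without abemaciclib replicate 2 (median 0.29, adjusted p = 0.05 after rounding). Of 13 mitochondrially encoded genes, 10 were higher and 1 lower (11 and 1 adjusted over the list alone), with a median of 0.51 (camera adjusted p = 6.9e-13, adjusted p = 0.085 with an estimated correlation).

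Several lists held members that went both ways with abemaciclib. Of 22 cholesterol synthesis genes, 1 was higher and 9 lower (2 and 9 adjusted over the list alone), with a median of -0.26 (camera adjusted p = 0.022, adjusted p = 0.23 with an estimated correlation); EBP fell by 1.43 (SE 0.13). Without abemaciclib replicate 1 that list had a median of -0.3 and an adjusted p = 0.068. Of 14 replication-type histone genes, 6 were higher and 6 lower, the same adjusted over the list alone, with a median of 0.09 but a mean of -0.31 and a downward camera call (adjusted p = 0.03, adjusted p = 0.23 with an estimated correlation). H4C8 (2.15) and H2BC4 (2.49) rose and H2BC9 (-3.12) and H1-4 (-2.59) fell. Reads of these near-identical genes are hard to assign. The method reads polyadenylated transcripts only, so these values cover that part of histone mRNA alone. That call ended without DMSO replicate 1, either abemaciclib library, fulvestrant replicate 1 or either combination library (adjusted p = 0.05 to 0.12), and the median without them lay between 0 and 0.16; without DMSO replicate 2 the median was 0.02. Lists that did not pass camera were interferon-stimulated genes (7 of 17 higher, 1 lower; 8 and 1 adjusted over the list alone; median 0.91, adjusted p = 0.072), p53 targets (7 of 26 higher, 4 lower; 8 and 4 adjusted over the list alone; adjusted p = 0.27), ribosome biogenesis (3 of 27 higher, 9 lower; 3 and 10 adjusted over the list alone; adjusted p = 0.06), stress response (5 of 20 higher, 4 lower; adjusted p = 0.73), hypoxia and glycolysis (3 of 19 higher, 5 lower; adjusted p = 0.75) and basal and mesenchymal genes (3 of 8 higher, 0 lower; adjusted p = 0.15). The interferon list passed without any 1 of DMSO replicate 1, the fulvestrant libraries or the combination libraries, with adjusted p from 0.036 to 0.045. The ribosome biogenesis list passed without any 1 of DMSO replicate 1 or the fulvestrant libraries, with adjusted p from 0.039 to 0.045. With fgsea the luminal (adjusted p = 0.36), MHC class I (adjusted p = 0.21) and histone (adjusted p = 0.16) calls ended and the interferon list passed (adjusted p = 0.014). RSAD2, the largest called rise of the interferon list, had 2 counts with DMSO and 23 with abemaciclib.

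In all, edgeR called 2271 genes higher and 2126 lower with abemaciclib, 35.1% of 12526 tested, of which 896 and 797 changed at least 2-fold. With 2 libraries per group the p-values rest on the spread of these libraries alone.

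Fulvestrant against DMSO asked what this drug did when no CDK4/6 inhibitor was given. Classic oestrogen-induced genes fell, and cell cycle genes moved little. PGR, the progesterone receptor gene (chromosome 11, 101029624 to 101129813), fell from 41.9 ± 1.7 to 5.57 ± 4.2 CPM (log2 change -2.89, SE 0.28, edgeR adjusted p = 6.7e-15). GREB1, a cofactor of the oestrogen receptor (chromosome 2, 11482341 to 11642788), fell from 205 ± 3.4 to 31.7 ± 0.4 CPM (log2 change -2.69, SE 0.13, edgeR adjusted p = 5e-36), and TFF1 fell from 3730 ± 68 to 1270 ± 34 CPM (log2 change -1.55, SE 0.05).

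Among the 69 oestrogen-induced genes, 3 were higher and 30 lower with fulvestrant (6 and 35 adjusted over the list alone), with a median of -0.37 (camera adjusted p = 1.2e-28). The chemokine CXCL12 fell by 2.54 (SE 0.33) and the growth factor AREG by 1.51 (SE 0.07), while ELF3 rose by 0.69 (SE 0.14). CCND1 fell by 0.3 (SE 0.06), KRT18 by 0.39 (SE 0.04) and KRT19 by 0.24 (SE 0.04). The mRNA of ESR1 did not pass (0.25, SE 0.11, edgeR adjusted p = 0.13). Of 17 oestrogen-repressed genes, 5 were higher and 1 lower (9 and 1 adjusted over the list alone), with a median of 0.71 (camera adjusted p = 2.5e-05, adjusted p = 0.097 with an estimated correlation); BCAS1 rose by 1.08 (SE 0.14) and TP53INP1 by 0.97 (SE 0.2). Of 25 luminal genes, 4 were higher and 8 lower (5 and 10 adjusted over the list alone), with a median of -0.05 (camera adjusted p = 0.022, adjusted p = 0.23 with an estimated correlation), and the transcription factor TFAP2C fell by 0.68 (SE 0.07). The luminal median was -0.03 without fulvestrant replicate 2 (adjusted p = 0.052), -0.12 without fulvestrant replicate 1, -0.09 without DMSO replicate 1 and -0.1 without DMSO replicate 2.

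Of the 64 E2F and DNA replication genes, 2 were higher and 11 lower, the same adjusted over the list alone, with a median of -0.23 (camera adjusted p = 0.0037, adjusted p = 0.097 with an estimated correlation). Of 47 mitosis genes, 3 were higher and 10 lower (3 and 12 adjusted over the list alone), with a median of -0.26 (camera adjusted p = 0.0012, adjusted p = 0.097 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, fell by 0.83 (SE 0.18). TK1 was called lower (-0.57, edgeR adjusted p = 0.012), but not without DMSO replicate 1 (-0.51, adjusted p = 0.18), fulvestrant replicate 1 (-0.61, adjusted p = 0.067) or fulvestrant replicate 2 (-0.56, adjusted p = 0.1). MKI67 was called higher (0.3, edgeR adjusted p = 0.028), but not with DESeq2 (0.28, adjusted p = 0.11), with no filter on low counts (0.29, adjusted p = 0.053), or without DMSO replicate 1 (0.17, adjusted p = 0.56), fulvestrant replicate 1 (0.29, adjusted p = 0.16) or fulvestrant replicate 2 (0.27, adjusted p = 0.22). KDM5A, a histone H3K4 demethylase, was called higher (0.49, edgeR adjusted p = 0.003), but not without DMSO replicate 2 (0.45, adjusted p = 0.069) or fulvestrant replicate 2 (0.29, adjusted p = 0.31). CCNA2 (-0.26, edgeR adjusted p = 0.55) and E2F1 (-0.21, edgeR adjusted p = 0.62) did not pass.

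The largest rises with fulvestrant included PLCXD3 (3.46, SE 0.54), ERBB4 (3.02, SE 0.4), a receptor of neuregulins, AOX1 (2.32, SE 0.36), an oxidase of aldehydes, PGM2L1 (2.08, SE 0.2) and CDKN2B (2.07, SE 0.4), an inhibitor of CDK4 and CDK6. ERBB4 (chromosome 2, 211375717 to 212538841) went from 2.17 ± 0.29 to 17.9 ± 4.5 CPM. Besides PGR, GREB1 and CXCL12, the largest falls within the naming limits were in SUSD2 (-2.18, SE 0.39), NPY1R (-2.12, SE 0.24), a receptor of neuropeptide Y, MGP (-1.92, SE 0.29), PPM1K (-1.92, SE 0.45) and SYTL5 (-1.81, SE 0.29). PDK4 was called at 2.02 (SE 0.44), but not without fulvestrant replicate 1 (1.39, adjusted p = 0.11). PLEKHH2 was called at 1.84 (SE 0.49), but not without DMSO replicate 1 (1.66, adjusted p = 0.086), and CDH24 at 1.82 (SE 0.45), but not without fulvestrant replicate 1 (1.62, adjusted p = 0.055).

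Among the remaining lists, hypoxia and glycolysis genes had 0 of 19 higher and 8 lower, the same adjusted over the list alone (median -0.27, camera adjusted p = 0.0011, adjusted p = 0.097 with an estimated correlation), with the glucose transporter SLC2A1 down by a log2 change of -0.9 (SE 0.17). Senescence-associated secretory genes passed with 1 of 11 higher and 2 lower, the same adjusted over the list alone (median -0.1, camera adjusted p = 0.0041, adjusted p = 0.097 with an estimated correlation), but not with no filter on low counts (adjusted p = 0.3). The median of that list was -0.3 without DMSO replicate 1 and -0.17 without DMSO replicate 2. Cholesterol synthesis genes had 0 of 22 higher and 4 lower (0 and 5 adjusted over the list alone; median -0.15, camera adjusted p = 0.022, adjusted p = 0.32 with an estimated correlation). Mitochondrially encoded genes had 3 of 13 higher and 2 lower, the same adjusted over the list alone (median 0.02, camera adjusted p = 0.043, adjusted p = 0.57 with an estimated correlation). The mitochondrial call ended with RLE factors (adjusted p = 0.07), at equal depth (adjusted p = 0.053), with no filter on low counts (adjusted p = 0.29) and without any 1 of the libraries except abemaciclib replicate 1, with adjusted p from 0.056 to 0.24 and medians between 0 and 0.02. Stress response genes had 1 of 20 higher and 6 lower and did not pass (median -0.1, adjusted p = 0.05 after rounding). Lysosome and autophagy genes had 2 of 28 higher and 1 lower, the same adjusted over the list alone, with a median of 0.02 and a mean of -0.02 (camera adjusted p = 0.61), and CTSD fell by 1.07 (SE 0.05). The interferon list had a median of -0.36, or -0.25 with the member at 0 counts at its bound (camera adjusted p = 0.62, fgsea adjusted p = 0.02). The luminal call (adjusted p = 0.3) and the calls of the hypoxia, senescence-associated, cholesterol and mitochondrial lists (each adjusted p = 0.42) ended with fgsea.

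In all, edgeR called 748 genes higher and 667 lower with fulvestrant, 11.3% of those tested, of which 134 and 75 changed at least 2-fold. These counts were lower without DMSO replicate 1 (384 and 416), DMSO replicate 2 (475 and 409), fulvestrant replicate 1 (416 and 444) or fulvestrant replicate 2 (478 and 389), and DESeq2 called 453 higher.

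**Figure D2:**
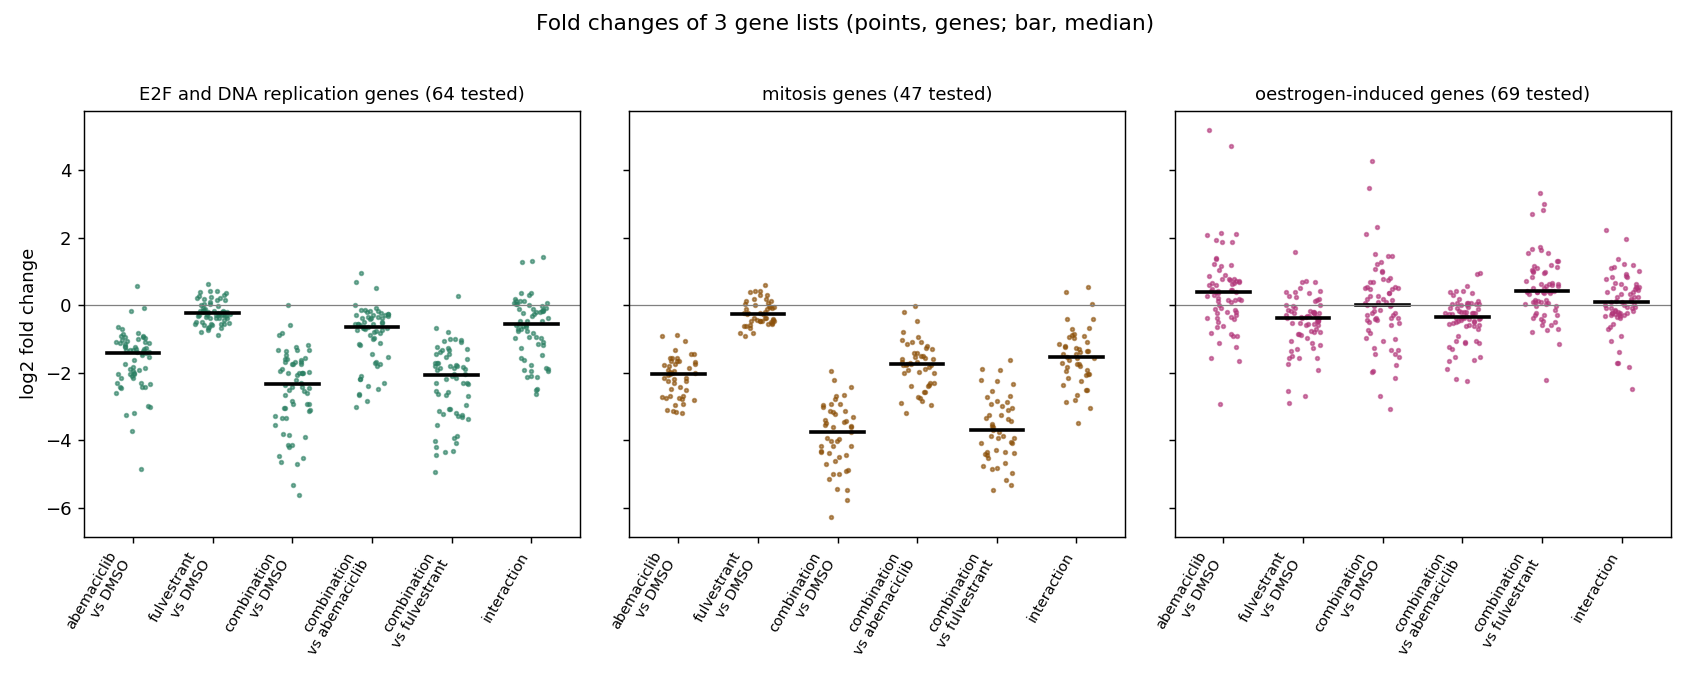
Log2 fold changes (vertical axis) of the tested members of 3 gene lists in each comparison and in the interaction (horizontal axis), with a point for each gene and a bar at the median. Mitosis genes had a median of -2.04 with abemaciclib against DMSO, -0.26 with fulvestrant and -3.77 with both drugs; oestrogen-induced genes had medians of 0.38, -0.37 and 0.

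The combination against DMSO showed a deeper fall of cell cycle genes together with a divided oestrogen response. MKI67 fell from 261 ± 26 to 12.5 ± 0.7 CPM (SD, n = 2), a log2 change of -4.39 (SE 0.14, edgeR adjusted p = 5.7e-51). PGR (-1.33, SE 0.24) and GREB1 (-1.54, SE 0.12) stayed below DMSO, while CCND1 (1, SE 0.06), KRT18 (0.8, SE 0.04) and KRT19 (0.49, SE 0.04) were above it. TFF1 was close to its DMSO level, at 4210 ± 180 CPM against 3730 ± 68 (log2 change 0.17, SE 0.04, edgeR adjusted p = 0.00078), and without combination replicate 2 the change was 0.13 (adjusted p = 0.062).

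All but 1 of the 64 E2F and DNA replication genes were lower with both drugs and 0 were higher (63 lower also adjusted over the list alone), with a median of -2.32 (camera adjusted p = 4.8e-66). E2F2, an activating E2F factor, fell from 52.3 ± 1.2 to 1.03 ± 0.043 CPM (log2 change -5.63, SE 0.37). All 47 mitosis genes were lower, also adjusted over the list alone, with a median of -3.77 (camera adjusted p = 1.1e-118), and the kinesin KIF20A changed by -5.76 (SE 0.42). TROAP, a spindle protein, changed by -6.48 (SE 0.42). CDC25C, a phosphatase that activates CDK1, had 3 counts with the combination, a ratio of 82.4 (95% counting interval 27.9 to 402), or 42.4 without combination replicate 1 and at least 40 without combination replicate 2. H1-3 had 0 counts and was at least 43.5-fold lower than with DMSO (25.6-fold without DMSO replicate 1, and 22.4-fold and 21.1-fold without combination replicates 1 and 2). The same uncertainty of assignment between histone genes, and the same limit to polyadenylated transcripts, hold for this value. E2F8 had 1 count, a ratio of 50.2 (95% counting interval 8.7 to 2010), or 24.4 without combination replicate 2 and at least 8.61 without combination replicate 1.

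Of the 69 oestrogen-induced genes, 25 were higher and 23 lower (25 and 25 adjusted over the list alone), with a median of 0, a mean of -0.01 and no call (camera adjusted p = 0.5). Of 17 oestrogen-repressed genes, 10 were higher and 2 lower, the same adjusted over the list alone (median 1.04, camera adjusted p = 7.2e-06, adjusted p = 0.082 with an estimated correlation), with PIK3IP1, an inhibitor of PI3 kinase, at 3.28 (SE 0.37). Of 25 luminal genes, 11 were higher and 6 lower (12 and 6 adjusted over the list alone; median 0.24, camera adjusted p = 0.00073, adjusted p = 0.092 with an estimated correlation), with ELF3 at 2.31 (SE 0.13). ESR1 was called higher (0.4, SE 0.11, edgeR adjusted p = 0.0018), but not without DMSO replicate 1 (0.31, adjusted p = 0.084) or combination replicate 1 (0.32, adjusted p = 0.06).

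Lysosome and autophagy genes rose, with 22 of 28 higher and 1 lower (23 and 1 adjusted over the list alone; median 0.93, camera adjusted p = 1.2e-16), among them GNS (1.74, SE 0.11) and TPP1 (1.74, SE 0.22), both lysosomal hydrolases. Ribosome biogenesis genes fell, with 0 of 27 higher and 15 lower (0 and 16 adjusted over the list alone, median -0.4, camera adjusted p = 3.2e-05), among them LYAR (-1.42, SE 0.14). ODC1 (-1.51, SE 0.18) also stands on this list, though it encodes an enzyme of polyamine synthesis. MHC class I genes had 5 of 12 higher and 0 lower, the same adjusted over the list alone (median 0.6, camera adjusted p = 0.012, adjusted p = 0.092 with an estimated correlation), with B2M at 0.92 (SE 0.08). Mitochondrially encoded genes had 11 of 13 higher and 1 lower, the same adjusted over the list alone (median 0.87, camera adjusted p = 1.3e-23), where the share of mitochondrial mRNA was 11.3% against 6.94%. MT-ND1 rose by 1.35 (SE 0.05) and MT-ND4 by 1.02 (SE 0.04); MT-ND4 and MT-ND4L overlap, so reads between them are hard to assign. The stress response list had 4 of 20 genes higher and 4 lower (camera adjusted p = 0.8), and replication-type histones had a median of 0.32 but a mean of -0.4 (camera adjusted p = 0.08, downwards). With fgsea the luminal call ended (adjusted p = 0.46) and the basal and mesenchymal list passed (adjusted p = 0.022; camera adjusted p = 0.065).

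NT5E (4.74, SE 0.54), GPNMB (4.6, SE 0.52) and HSPB8 (4.28, SE 0.47), all higher with abemaciclib alone, were among the largest rises, with LUM (4.4, SE 0.48), a proteoglycan of extracellular matrix. TMEM140 had 0 counts with DMSO and was at least 35.8-fold higher with both drugs (19.5-fold without DMSO replicate 1, 16.3-fold without DMSO replicate 2). In all, edgeR called 2174 genes higher and 2114 lower, 34.2% of those tested, of which 871 and 872 changed at least 2-fold.

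The combination against abemaciclib asked what fulvestrant added when CDK4/6 were already inhibited. The labels do not state the doses in the combination, and this comparison, the one against fulvestrant and the interaction isolate an added drug only if those were the single-drug doses. Mitosis genes fell further and oestrogen-induced genes fell back. MKI67 fell from 74.3 ± 8.8 to 12.5 ± 0.7 CPM (log2 change -2.57, SE 0.16, edgeR adjusted p = 3.8e-27). TFF1 fell from 8710 ± 190 to 4210 ± 180 CPM (log2 change -1.05, SE 0.04, edgeR adjusted p = 8.8e-40), PGR by 1.53 (SE 0.25) and GREB1 by 1.54 (SE 0.12). CCND1 fell by 0.38 (SE 0.06), and KRT18 did not pass (0.01, SE 0.04, edgeR adjusted p = 0.9).

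Of 47 mitosis genes, 0 were higher and 41 lower (0 and 43 adjusted over the list alone), with a median of -1.74 (camera adjusted p = 2.4e-67). CENPE, a kinesin of the kinetochore, changed by -2.88 (SE 0.28) and KIF20A by -2.95 (SE 0.55), or -4.48 without combination replicate 1. CDC25C had 30 counts with abemaciclib and 3 with the combination, a ratio of 9.76 (95% counting interval 3.04 to 50), or 5.03 without combination replicate 1 and at least 4.74 without combination replicate 2. Of 64 E2F and DNA replication genes, 0 were higher and 32 lower (0 and 36 adjusted over the list alone), with a median of -0.65 (camera adjusted p = 5.2e-23). MCM10 changed by -2.67 (SE 0.34), RAD51AP1 by -2.82 (SE 0.58) and TK1 by -2.2 (SE 0.25), while E2F1 did not pass (-0.68, edgeR adjusted p = 0.071). CCNA2 was called lower (-1.4, edgeR adjusted p = 0.027), but not with DESeq2 (-1.42, adjusted p = 0.065), with these groups alone (-1.39, adjusted p = 0.23), or without abemaciclib replicate 1 (-1.52, adjusted p = 0.051), abemaciclib replicate 2 (-1.28, adjusted p = 0.13) or combination replicate 2 (-0.95, adjusted p = 0.34). Other large falls were in GTSE1 (-3.72, SE 0.44), HJURP (-2.69, SE 0.38) and SPC24 (-2.66, SE 0.32), which act in G2 and at centromeres.

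Of the 69 oestrogen-induced genes, 3 were higher and 23 lower (4 and 27 adjusted over the list alone), with a median of -0.34 (camera adjusted p = 3.4e-13). EGR3, an early-response transcription factor, changed by -1.9 (SE 0.3), and ANXA9 rose by 0.92 (SE 0.18). Of 17 oestrogen-repressed genes, 4 were higher and 1 lower, the same adjusted over the list alone (median 0.33, camera adjusted p = 0.007, adjusted p = 0.21 with an estimated correlation), and without combination replicate 2 the median was 0.53. ESR1 was called higher (0.46, SE 0.11, edgeR adjusted p = 0.0015), but not without abemaciclib replicate 1 (0.31, adjusted p = 0.13) or combination replicate 1 (0.38, adjusted p = 0.06). ASCL1 fell from 159 ± 13 to 20.1 ± 1.5 CPM (log2 change -2.98, SE 0.19) and KRT16, a keratin of stratified epithelium, from 25.8 ± 8 to 2.93 ± 1.2 CPM (log2 change -3.12, SE 0.46).

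Senescence-associated secretory genes had 1 of 11 higher and 3 lower (1 and 7 adjusted over the list alone; median -0.69, camera adjusted p = 4.6e-06), with AREG down by a log2 change of -1.66 (SE 0.06). Lysosome and autophagy genes had 11 of 28 higher and 2 lower (14 and 3 adjusted over the list alone; median 0.3, camera adjusted p = 5.6e-05); GNS rose by 0.84 (SE 0.11) and CTSD fell by 0.84 (SE 0.05). Ribosome biogenesis genes had 1 of 27 higher and 9 lower (1 and 11 adjusted over the list alone; median -0.27, camera adjusted p = 1.7e-05), with NOP58 at -0.79 (SE 0.11). Hypoxia and glycolysis genes had 0 of 19 higher and 3 lower, the same adjusted over the list alone (median -0.23, camera adjusted p = 0.03, adjusted p = 0.18 with an estimated correlation); without abemaciclib replicate 2 the median was -0.04 (adjusted p = 0.17) and without combination replicate 2 it was -0.16 (adjusted p = 0.076). Mitochondrially encoded genes had 10 of 13 higher and 1 lower, the same adjusted over the list alone (median 0.31, camera adjusted p = 1.1e-08, adjusted p = 0.13 with an estimated correlation), where their mRNA share was 11.3% against 8.73%. The calls of the lysosome (adjusted p = 0.28), oestrogen-repressed (adjusted p = 0.18), ribosome biogenesis, hypoxia and mitochondrial lists (each adjusted p = 0.34) ended with fgsea.

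Of the largest rises with the combination over abemaciclib within the naming limits, those that held in every alternative were BPGM (2.86, SE 0.61), an enzyme of red cell glycolysis, AOX1 (1.82, SE 0.32) and RPRM (1.69, SE 0.3), a p53-induced inhibitor of G2. The others were each lost in at least 1 alternative. ACAP3 (2.18) was lost without abemaciclib replicate 2 (1.67, adjusted p = 0.094) and combination replicate 2 (1.76, adjusted p = 0.15). NRSN2 (1.77) was lost without abemaciclib replicate 1 (1.43, adjusted p = 0.11) and combination replicate 2 (1.56, adjusted p = 0.1). SOAT1 (1.7) and NUTM2A-AS1 (1.7) were lost without abemaciclib replicate 1 (1.28, adjusted p = 0.12, and 1.35, adjusted p = 0.072). GASK1B (1.76) was lost with a replicate block (1.74, adjusted p = 0.063) and without abemaciclib replicate 1 (1.99, adjusted p = 0.1), abemaciclib replicate 2 (1.57, adjusted p = 0.18) or combination replicate 1 (1.14, adjusted p = 0.55).

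In all, edgeR called 528 genes higher and 922 lower, 11.6% of those tested, of which 88 and 250 changed at least 2-fold. The counts were lower without abemaciclib replicate 1 (296 higher), combination replicate 1 (294 higher and 610 lower) or combination replicate 2 (292 higher and 598 lower), and DESeq2 called 275 higher.

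The combination against fulvestrant asked what CDK4/6 inhibition did in the presence of fulvestrant. Receptor level and activity were not measured, so receptor activity left under fulvestrant stays open. As without fulvestrant, cell cycle genes fell and oestrogen-induced genes rose. TFF1 rose from 1270 ± 34 to 4210 ± 180 CPM (log2 change 1.72, SE 0.05, edgeR adjusted p = 1e-58), GREB1 from 31.7 ± 0.4 to 70.6 ± 1.7 CPM (log2 change 1.15, SE 0.14), CCND1 from 591 ± 29 to 1460 ± 100 CPM (log2 change 1.31, SE 0.06) and KRT18 from 3760 ± 170 to 8570 ± 290 CPM (log2 change 1.19, SE 0.04). PGR rose from 5.57 ± 4.2 to 16.7 ± 2.6 CPM (log2 change 1.56, SE 0.31), a change that was 0.95 without fulvestrant replicate 2 and 2.7 without fulvestrant replicate 1.

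Oestrogen-induced genes were higher in 34 of 69 and lower in 6 (35 and 7 adjusted over the list alone), with a median of 0.41 (camera adjusted p = 1.8e-12). Of 25 luminal genes, 12 were higher and 1 lower, the same adjusted over the list alone (median 0.29, camera adjusted p = 1.4e-07), with ELF3 at 1.63 (SE 0.13); without combination replicate 1 the median was 0.19. Of 17 oestrogen-repressed genes, 6 were higher and 1 lower, the same adjusted over the list alone (median 0.3, camera adjusted p = 0.012, adjusted p = 0.19 with an estimated correlation); the median was 0.06 without fulvestrant replicate 1 (adjusted p = 0.059) and 0.53 without fulvestrant replicate 2. Both cell cycle lists fell: 61 of 64 E2F and DNA replication genes were lower and 0 higher (63 and 0 adjusted over the list alone; median -2.08, camera adjusted p = 2.3e-67), and all 47 mitosis genes were lower, also adjusted over the list alone (median -3.69). E2F2 changed by -4.95 (SE 0.39), TROAP by -6.04 (SE 0.44) and KIF15 by -5.43 (SE 0.53). H1-3, of uncertain assignment, was at least 32-fold lower (16.5-fold and 15.5-fold without combination replicates 1 and 2).

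Lysosome and autophagy genes had 21 of 28 higher and 0 lower (24 and 0 adjusted over the list alone; median 0.84, camera adjusted p = 2.3e-21), with the sterol-binding NPC2 at 1.69 (SE 0.11). Senescence-associated secretory genes had 6 of 11 higher and 1 lower, the same adjusted over the list alone (median 0.96, camera adjusted p = 7e-04), with TIMP1 at 1.2 (SE 0.09). MHC class I genes had 6 of 12 higher and 0 lower, the same adjusted over the list alone (median 0.37, camera adjusted p = 0.0048, adjusted p = 0.063 with an estimated correlation). Ribosome biogenesis genes had 0 of 27 higher and 12 lower, the same adjusted over the list alone (median -0.27, camera adjusted p = 2.9e-05). Basal and mesenchymal genes had 3 of 8 higher and 0 lower (4 and 1 adjusted over the list alone; median 0.85, camera adjusted p = 0.034, adjusted p = 0.25 with an estimated correlation), with TP63 at 2.18 (SE 0.54) and LUM at 4.62 (SE 0.5). The basal call ended without either abemaciclib library (medians 0.81, adjusted p = 0.062 and 0.056), without fulvestrant replicate 1 (0.65, adjusted p = 0.099) and without combination replicate 1 (0.61, adjusted p = 0.068). Mitochondrially encoded genes had 11 of 13 higher and 1 lower (11 and 2 adjusted over the list alone; median 0.81, camera adjusted p = 1.6e-22), where their mRNA share was 11.3% against 6.87%. p53 targets had a median of -0.08 and a mean of 0.05 (camera adjusted p = 0.39), and hypoxia and glycolysis genes a median of -0.11 with an upward test (camera adjusted p = 0.74). Under fgsea the senescence-associated (adjusted p = 0.17), luminal (adjusted p = 0.085), MHC class I (adjusted p = 0.077), oestrogen-repressed (adjusted p = 0.071), basal (adjusted p = 0.065) and ribosome biogenesis (adjusted p = 0.063) calls ended. The interferon list passed fgsea (adjusted p = 0.0026) but not camera (adjusted p = 0.055). Its largest called rises were OAS1 (0 counts with fulvestrant, 29 with both drugs) and SAMD9 (1 and 36 counts). With counts that low, this pass is weak.

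SERPINA1, the protease inhibitor alpha-1 antitrypsin, changed by 4.83 (SE 0.48) and C1QTNF6 by 3.54 (SE 0.31). GPNMB changed by 4.27 (SE 0.51), or 6.49 without fulvestrant replicate 2, and TMEM140, with 3 counts under fulvestrant, had a ratio of 31.4 (95% counting interval 10.4 to 155), or 16.2 without fulvestrant replicate 2 and at least 15.2 without fulvestrant replicate 1. In all, edgeR called 1788 genes higher and 1840 lower, 29% of those tested, of which 617 and 747 changed at least 2-fold.

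**Figure D3:**
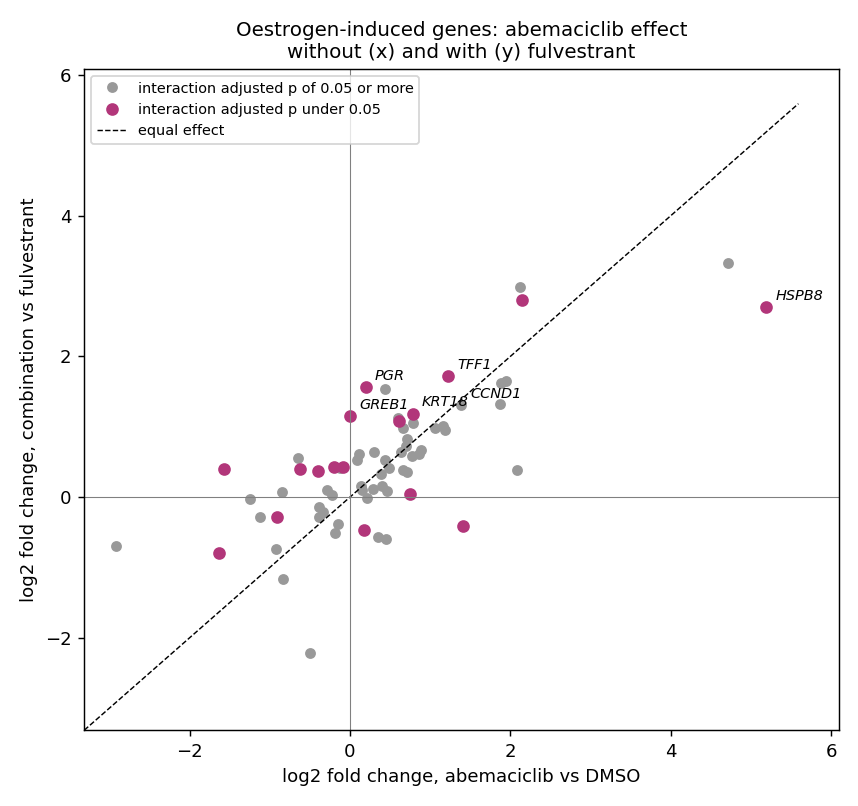
Log2 fold change of 69 oestrogen-induced genes with abemaciclib against DMSO (horizontal axis) and with the combination against fulvestrant (vertical axis), with a point for each gene, coloured where the interaction passed the test, and a dashed line of equal effect. 41 genes were above 0 on both axes and 13 below 0 on both; GREB1 lay at 0.01 and 1.15, and TFF1 at 1.22 and 1.72.

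The 2 abemaciclib effects, without and with fulvestrant, share no libraries. Oestrogen-induced genes called higher in both numbered 24, those called higher only with abemaciclib against DMSO 7, those called higher only with the combination against fulvestrant 10, those called lower in both 4, and those called in opposite directions 3.

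The interaction tested whether both drugs together changed a gene by more or less than the sum of their single effects on the log2 scale, given equal doses alone and in the combination, which the labels do not state. Mitosis genes lay below that sum and several oestrogen-induced genes above it. MKI67 lay at -2.87 (SE 0.19, edgeR adjusted p = 2.4e-25): fulvestrant alone gave 0.3 and abemaciclib alone -1.81, but both gave -4.39. TFF1 lay at 0.5 (SE 0.06, edgeR adjusted p = 1.7e-10), GREB1 at 1.15 (SE 0.17, edgeR adjusted p = 1.3e-07) and KRT18 at 0.4 (SE 0.06, edgeR adjusted p = 3.9e-08).

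Of 47 mitosis genes, 0 lay above and 33 below the sum (0 and 40 adjusted over the list alone), with a median of -1.54 (camera adjusted p = 7.5e-33). CENPE lay at -3.49 (SE 0.33) and HMMR, a spindle and hyaluronan-binding protein, at -3.03 (SE 0.5). Of 64 E2F and DNA replication genes, 0 lay above and 21 below (0 and 24 adjusted over the list alone), with a median of -0.56 (camera adjusted p = 1.1e-08). MCM10 lay at -2.51 (SE 0.39) and TK1 at -1.63 (SE 0.3), while E2F1 (-0.47, edgeR adjusted p = 0.41) and CCNA2 (-1.14, edgeR adjusted p = 0.14) did not pass. CCNE2 lay at -1.91 (SE 0.66, edgeR adjusted p = 0.039), a call that ended without DMSO replicate 1 (-1.79, adjusted p = 0.12), DMSO replicate 2 (-1.99, adjusted p = 0.076), abemaciclib replicate 1 (-1.53, adjusted p = 0.2), fulvestrant replicate 1 (-1.9, adjusted p = 0.082), fulvestrant replicate 2 (-1.88, adjusted p = 0.083), combination replicate 1 (-1.95, adjusted p = 0.092) or combination replicate 2 (-1.86, adjusted p = 0.12). It also ended with no filter on low counts (-1.9, adjusted p = 0.064).

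Of the 69 oestrogen-induced genes, 13 lay above and 4 below (14 and 5 adjusted over the list alone), with a median of 0.09 (camera adjusted p = 0.021, adjusted p = 0.27 with an estimated correlation). The list test ended without DMSO replicate 2 (median 0.03, adjusted p = 0.05 after rounding), abemaciclib replicate 1 (0.02, adjusted p = 0.069), fulvestrant replicate 2 (0.01, adjusted p = 0.099) or combination replicate 2 (0.06, adjusted p = 0.1). The median was 0.14 without DMSO replicate 1, 0.01 without abemaciclib replicate 2 and 0.18 without fulvestrant replicate 1. PGR lay at 1.36 (SE 0.38, edgeR adjusted p = 0.0068), but at 0.76 without fulvestrant replicate 2 (adjusted p = 0.25) and at 2.52 without fulvestrant replicate 1. CXCL12 lay at 1.96 (SE 0.49), and RBBP8, a DNA repair protein, at -1.82 (SE 0.22). CCND1 (-0.08, edgeR adjusted p = 0.65) and KRT19 (0.04, edgeR adjusted p = 0.81) did not pass. KDM5A lay at -0.77 (SE 0.18, edgeR adjusted p = 0.00064), with 84.6 ± 3.2 CPM with DMSO, 124 ± 13 with abemaciclib, 119 ± 21 with fulvestrant and 102 ± 5.6 with both.

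Luminal genes lay above the sum in 7 of 25 and below in 2 (8 and 2 adjusted over the list alone; median 0.11, camera adjusted p = 0.021, adjusted p = 0.27 with an estimated correlation). Lysosome and autophagy genes lay above in 7 of 28 and below in 1, the same adjusted over the list alone (median 0.23, camera adjusted p = 0.0048, adjusted p = 0.11 with an estimated correlation), with NPC2 at 0.87 (SE 0.15). Ribosome biogenesis genes lay above in 2 of 27 and below in 7 (2 and 8 adjusted over the list alone; median -0.22, camera adjusted p = 0.021, adjusted p = 0.17 with an estimated correlation), with NOP58 at -1.19 (SE 0.15) and WDR43 at -1.06 (SE 0.14). Cholesterol synthesis genes lay above in 1 of 22 and below in 0, the same adjusted over the list alone (median 0.28, camera adjusted p = 0.023, adjusted p = 0.38 with an estimated correlation). Mitochondrially encoded genes lay above in 9 of 13 and below in 2 (10 and 2 adjusted over the list alone; median 0.35, camera adjusted p = 0.021, adjusted p = 0.54 with an estimated correlation). The luminal median was 0.18 without DMSO replicate 1, and that of ribosome biogenesis -0.12 without DMSO replicate 2 and -0.14 without fulvestrant replicate 1. Without abemaciclib replicate 1 the luminal (median 0.06, adjusted p = 0.077), cholesterol (0.24, adjusted p = 0.12) and mitochondrial (0.26, adjusted p = 0.12) calls ended. Under fgsea the oestrogen-induced (adjusted p = 0.5), luminal (adjusted p = 0.61), lysosome (adjusted p = 0.42), cholesterol (adjusted p = 0.14), ribosome biogenesis and mitochondrial (each adjusted p = 0.97) calls ended.

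Among the genes with the largest fitted values below the sum were KRT16 (-4.04, SE 0.69), GTSE1 (-3.76, SE 0.51), NHSL2 (-3.54, SE 0.66) and CENPE. H1-3 had 0 counts with the combination: its fitted value of -5.36 is no bound, and with 3 counts over that group it would lie at -1.64. Above the sum the largest fitted values included GASK1B (2.68), BPGM (2.38), HDAC5 (2.36) and NRSN2 (2.34). KCNN4, a potassium channel (fitted 3.41, SE 0.91), had 3 counts with fulvestrant and 74 with the combination, a ratio of 28 (95% counting interval 9.21 to 139), or 43.3 without fulvestrant replicate 2. The call of H1-3, of uncertain assignment, was lost without DMSO replicate 2 (-4.77, adjusted p = 0.062), abemaciclib replicate 1 (-3.74, adjusted p = 0.28), combination replicate 1 (-5.38, adjusted p = 0.085) or combination replicate 2 (-5.37, adjusted p = 0.095). BPGM was lost without DMSO replicate 2 (1.36, adjusted p = 0.46), abemaciclib replicate 1 (1.79, adjusted p = 0.17), fulvestrant replicate 1 (2.45, adjusted p = 0.066), fulvestrant replicate 2 (2.35, adjusted p = 0.081) or combination replicate 2 (2.19, adjusted p = 0.12) and with a replicate block (2.3, adjusted p = 0.053). HDAC5 was lost without DMSO replicate 1 (2.37, adjusted p = 0.056), DMSO replicate 2 (2.38, adjusted p = 0.053), abemaciclib replicate 1 (1.7, adjusted p = 0.14) or combination replicate 2 (2.19, adjusted p = 0.068), and stood at 3.6 without abemaciclib replicate 2. NRSN2 was lost without DMSO replicate 1 (2.13, adjusted p = 0.058) or combination replicate 2 (2.13, adjusted p = 0.056). GASK1B was lost without DMSO replicate 1 (2.7, adjusted p = 0.093), DMSO replicate 2 (2.69, adjusted p = 0.098), abemaciclib replicate 1 (2.9, adjusted p = 0.055), abemaciclib replicate 2 (2.49, adjusted p = 0.096), fulvestrant replicate 1 (2.14, adjusted p = 0.2) or combination replicate 1 (2.05, adjusted p = 0.35), with a replicate block (2.64, adjusted p = 0.067) and at equal depth (2.63, adjusted p = 0.053).

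In all, edgeR placed 649 genes above the sum and 1041 below, 13.5% of those tested.

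Called genes of the single drugs were more often shared in the same direction than independence predicts. Genes higher with both abemaciclib and fulvestrant against DMSO numbered 542 (136 if independent), and genes lower with both 398 (113 if independent). Genes higher with abemaciclib but lower with fulvestrant numbered 78 (121 if independent), and the opposite 31 (127 if independent). Of the genes higher with abemaciclib, 413 were lower with the combination than with abemaciclib (167 if independent) and 131 higher (95.7 if independent), and of those lower with abemaciclib, 194 were higher (89.6 if independent) and 221 lower (156 if independent). Across genes, the log2 changes of abemaciclib and fulvestrant against DMSO had a covariance of 0.2315, against 0.0814 in 20 simulations in which no group changed. The covariance of abemaciclib against DMSO with the combination against abemaciclib was -0.1427, against -0.0901 in the simulations. Both members of each pair share libraries, which were not split because 1 library would be left in each part, so part of each excess of overlap over independence can come from the shared libraries. The overlaps in the simulations, which hold no effects, were 0.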

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

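The tests of the mitosis pattern given here were chosen after the interaction had been seen, and what each would show was written down before its own value was known; the interaction itself was planned. Each result in this part stands out because the effect of both drugs together differed, by the interaction test, from the sum of the single effects. Above that sum lay 649 genes and below it 1041.

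Mitosis genes lay below the sum with a median of -1.54, and MKI67 at -2.87, CENPE at -3.49 and GTSE1 at -3.76 went the same way. Low counts in the combination libraries would limit the pattern to sparse genes, but the 23 more abundant of 47 list members had a median of -1.56 (-1.71 to -1.45 with each library left out), and 22 of them were called. These members were ranked over all 8 libraries and had a median of 55 counts over both combination libraries. At equal depth the median was -1.49. This is a weak test of lower depth, since thinning could change little. The combination libraries (3944990 and 4180878 counts) were nearly as deep as the abemaciclib libraries (4167345 and 4211308). An effect of fulvestrant on mitosis genes that appears when CDK4/6 are inhibited may underlie the pattern, if the combination held the single-drug doses, which the labels do not state. A further fall in the share of dividing cells and a change of transcription within them both stay open, since bulk libraries hold no values per cell.

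E2F and DNA replication genes had a median interaction of -0.56, ribosome biogenesis genes -0.22, oestrogen-induced genes 0.09, luminal epithelial genes 0.11, lysosome and autophagy genes 0.23, cholesterol synthesis genes 0.28 and mitochondrially encoded genes 0.35. With an estimated correlation, and with fgsea, the calls of the E2F and mitosis lists held and the others were lost. With fry, which does not set members against other genes, only the mitochondrial call was lost (adjusted p = 0.12). It also passed lists that camera did not, such as p53 targets (fry adjusted p = 0.033). Single genes above the sum were TFF1 at 0.5, GREB1 at 1.15, PGR at 1.36 (0.76, no longer called, without fulvestrant replicate 2, and 2.52 without fulvestrant replicate 1) and KRT18 at 0.4. GASK1B at 2.68, BPGM at 2.38, HDAC5 at 2.36 and NRSN2 at 2.34 also lay above, and so did KCNN4, fitted at 3.41 from 3 counts with fulvestrant (ratio to the combination 28, 95% counting interval 9.21 to 139, or 43.3 without fulvestrant replicate 2). KDM5A lay at -0.77, TK1 at -1.63, CCNE2 at -1.91, KRT16 at -4.04 and NHSL2 at -3.54. H1-3 was fitted at -5.36 with 0 counts in the combination, which 3 counts over that group would put at -1.64. Leaving out 1 library ended the calls of H1-3 (-3.74), CCNE2 (-1.53) and HDAC5 (1.7) without abemaciclib replicate 1, BPGM (1.36) without DMSO replicate 2, NRSN2 (2.13) without DMSO replicate 1 and GASK1B (2.05) without combination replicate 1, and other single libraries also ended most of these.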

How the results depend on the processing

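All alternatives were planned except the fit without mitochondrial genes, which was added after seeing the data. No named gene that was called in the main fit or in the alternative reversed. The mitochondrially encoded list was called above the sum in the interaction, but had a negative fgsea score (-0.63, adjusted p = 0.97). Some small changes that were not called did change sign, such as ESR1 with abemaciclib against DMSO (-0.06, from -0.22 to 0.09 with each library left out). DESeq2 called fewer genes, 453 higher with fulvestrant and 275 higher with the combination over abemaciclib; the genes shared with edgeR (930 of 947 and 905 of 907 DESeq2 calls) all had the same direction, and the cause of the lower counts was not tested. With a replicate block, 725 genes were higher and 645 lower with fulvestrant and 2230 and 2090 with abemaciclib. Nothing in the values pairs the libraries by replicate number: differences between replicates correlated at -0.02 to 0.019 across genes. Leaving out each library in turn, genes with fulvestrant ran from 384 to 810 higher and from 389 to 776 lower, and the combination over abemaciclib from 292 to 536 higher and 598 to 895 lower, where a lone library left in a group is assumed to vary like the others. Over the same fits the interaction median of oestrogen-induced genes ran from 0.01 to 0.18. The list median was 0.09 with an estimated correlation (adjusted p = 0.27) and with fgsea (adjusted p = 0.5), neither of which passed, and that of E2F genes with fulvestrant was -0.23 (adjusted p = 0.097 with an estimated correlation); the cause was not tested. The other gene counts moved by at most 1.5 times, and the other medians of these 2 lists kept their calls. Of 440 results for named genes, 406 were called, and 280 of these in every alternative that gave a value; DESeq2 gave no adjusted p for 22. A fit with only the groups compared cannot be made for the interaction. In simulated data, where few genes changed, a 2-fold change was called in 50.7% of genes. That share does not carry over to comparisons with many changed genes, where the Benjamini-Hochberg limit is less strict. With abemaciclib against DMSO, 2271 genes were called higher and 2126 lower, of which 896 and 797 changed at least 2-fold. How often smaller changes were missed there is not known.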

Other observations

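Of the tests in this part, the comparison of KRT5 and KRT14 with KLK6 and the test of mitochondrial RNA were chosen after the values were seen; the stratified epithelium list was written after the largest rises were known but before its own members were looked at.

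Abemaciclib raised a set of genes known from stratified and cornifying epithelium beyond those named in the report. Of 60 other such genes listed, 5 already stood on earlier lists (KRT5, KRT13, KRT14, KRT17 and TP63) and were left out; 17 of the rest could be tested, and 7 were higher and 1 lower with abemaciclib against DMSO. CLDN1, a tight junction protein, changed by 3.44, S100A7 by 2.56 (SE 0.89), KRT15 by 2.25 (SE 0.83), KRT80 by 1.98 and PPL, a desmosomal plakin, by 1.28, while KRT10 changed by -0.47. These were picked out after their values were seen. S100A7 (6.66 CPM with abemaciclib, 1.13 with DMSO) and KRT6A (3.64 and 0.783 CPM) passed the filter on low counts only through the abemaciclib libraries. KRT15 and S100A8 passed it only through libraries with abemaciclib, alone or with fulvestrant. KRT15 stood at 1.02 CPM with DMSO, 1.79 with fulvestrant, 4.87 ± 3.3 with abemaciclib and 4.24 with both drugs. S100A8 stood at 1.45, 0.46, 5.64 and 2.95 CPM in the same order. The rises of these genes were therefore in part set by the filter and are no support. With the combination against fulvestrant, which shares no library with abemaciclib against DMSO, 7 were higher and 0 lower (median 0.62). S100A8 was among those 7. With fulvestrant against DMSO 2 were higher and 1 lower (median 0.03). The combination against DMSO had 7 higher and 0 lower (median 0.46), and the combination against abemaciclib 1 higher and 4 lower (median -0.31).

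The rise may be part of a wider epithelial programme: the 17 members had a median of 0.73 with abemaciclib against DMSO. That median includes S100A7, KRT6A, KRT15 and S100A8, which entered only through libraries with abemaciclib. RNA from keratinocytes or basal cells is argued against, since KRT5 and KRT14, abundant in both, had together 0 counts in 1 abemaciclib library and 1 in the other, at most 0.239% of KLK6. TP63, a transcription factor of basal cells, rose all the same (1.69 to 12.9 CPM), as did LUM (1.2 to 10.9 CPM), a mesenchymal gene, and RNA from cells with little KRT5 and KRT14 stays open. MCF7 cells express some listed genes themselves, so the list is no marker of another cell type. Whether few cells or most of them carry the rise stays open in bulk libraries.

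ASCL1 rose with abemaciclib (10 to 159 CPM) and fell back with the combination (20.1 CPM), as did KRT16 (2.34, 25.8 and 2.93 CPM). KLK6 stayed higher with the combination (49.6 CPM) than with DMSO (7.8 CPM).

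Mitochondrially encoded mRNA had a list median of 0.51 with abemaciclib (0.43 to 0.55 with each library left out), a call that was lost with an estimated correlation (adjusted p = 0.085). A uniform gain in recovery of RNA from all 13 mitochondrially encoded genes is argued against by 6 members that lay more than 3 SE from that median. The other members lay between 0.41 (MT-ND2) and 0.55 (MT-CO1), at most 2 SE from the median. The test therefore cannot exclude a gain in recovery common to those. MT-ATP8 changed by 1.77, MT-ND1 by 1.11 and MT-ND4 by 0.71, against 0.08 for MT-ND3 and -0.14 for MT-ND4L. The genes MT-ATP8 and MT-ND4L overlap MT-ATP6 and MT-ND4, so the values of all of these may in part reflect assignment and weigh little. Of the 6 members, MT-ND1, MT-ND3 and MT-ND6 stand outside these pairs, at 11.7, -11.9 and -3.8 SE from the median. A change in mitochondrial transcription or RNA stability stays open as a hypothesis and was not tested.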
